# NQO1 regulates expression and alternative splicing of apoptotic genes associated with Alzheimer's disease in PC12 cells

**DOI:** 10.1002/brb3.2917

**Published:** 2023-03-31

**Authors:** Yingshi Du, Gejing Liu, Dong Chen, Jinggang Yang, Jing Wang, Yue Sun, Qian Zhang, Yongming Liu

**Keywords:** alternative splicing (AS), Alzheimer's disease (AD), apoptosis, quinone oxidoreductase 1 (NQO1), RNA sequencing (RNA‐seq), transcriptional regulation

## Abstract

**Purpose:**

Alzheimer's disease (AD) is a neurodegenerative disorder characterized by progressive memory loss and cognitive dysfunction. Quinone oxidoreductase 1 (NQO1) is an antioxidant enzyme that plays an important role in controlling cellular redox state, whose expression is altered in the brain tissues of AD patients. In addition to its traditional antioxidant effects, NQO1 also acts as a multifunctional RNA‐binding protein involved in posttranscriptional regulation. Whether the RNA‐binding activity of NQO1 influences AD pathology has not been investigated yet.

**Methods:**

The RNA‐binding functions of NQO1 in rat pheochromocytoma (PC12) cells were investigated using siRNA knockdown followed by total RNA sequencing. Reverse transcription quantitative polymerase chain reaction was performed to explore the impact of NQO1 on the transcription and alternative splicing of apoptotic genes.

**Results:**

NQO1 knockdown led to a significant increase in cellular apoptosis. Genes involved in certain apoptosis pathways, such as positive regulation of apoptotic processes and mitogen‐activated protein kinase signaling, were under global transcriptional and alternative splicing regulation. NQO1 regulated the transcription of apoptotic genes *Cryab*, *Lgmn*, *Ngf*, *Apoe*, *Brd7*, and *Stat3*, as well as the alternative splicing of apoptotic genes *BIN1*, *Picalm*, and *Fyn*.

**Conclusion:**

Our findings suggest that NQO1 participates in the pathology of AD by regulating the expression and alternative splicing of the genes involved in apoptosis. These results extend our understanding of NQO1 in apoptotic pathways at the posttranscriptional level in AD.

## 1 INTRODUCTION

Alzheimer's disease (AD), characterized by progressive cognitive dysfunction, is regarded as the most common cause of dementia in the elderly. According to data released by Alzheimer's Disease International (ADI), the global prevalence of dementia was once estimated to be as high as 55 million in 2020, and the prevalence is predicted to be 139 million by 2050, which poses an ever‐greater public health burden (Rimmer, 2006).

AD etiology and pathogenesis are not fully understood. Studies have shown that amyloid beta (Aβ) peptide plays a critical role in the initiation of AD pathology (Hardy & Higgins, 1992; Selkoe & Hardy, 2016). Aβ oligomers also induce abnormal tau hyperphosphorylation, which promotes the formation of neurofibrillary tangles (Fan et al., 2019). Therefore, the search for AD therapies has mainly focused on these two main hallmarks of the disease. Unfortunately, attempts to target Aβ‐mediated pathology have been largely unsuccessful (Feldman et al., 2014; Karran et al., 2011), and tau‐targeting strategies are still being explored (Congdon & Sigurdsson, 2018). It seems likely that numerous complex mechanisms lead to the deposition of the two major proteins in this disease.

Another strategy to treating AD may lie in preventing oxidative stress that plays a key role in the disease (Butterfield & Halliwell, 2019; Huang et al., 2016; Tramutola et al., 2017; Yan et al., 2013). The brain contains abundant easily oxidizable lipids and it consumes large amounts of oxygen, rendering the organ quite vulnerable to oxidative stress (Halliwell, 2006). The presence of Aβ plaques has been linked to oxidative stress since mitochondrial accumulation of Aβ reduces oxygen consumption and decreases electron transport chain activity (Manczak et al., 2006). At the same time, oxidative stress has been shown to stimulate the production of Aβ (Nishida et al., 2006), and it may contribute to tau hyperphosphorylation and polymerization (Gamblin et al., 2000).

Quinone oxidoreductase 1 (NQO1) is a redox‐regulated flavoenzyme that plays a crucial role in controlling the cellular redox state (Dinkova‐Kostova & Talalay, 2010; Siegel et al., 2018). NQO1 catalyzes the two‐electron reduction of quinones and other related substrates, preventing their participation in redox cycling and subsequent generation of reactive oxygen species (Dinkova‐Kostova & Talalay, 2010; Ross & Siegel, 2004; Siegel et al., 2018). Since oxidative stress is associated with AD, it is not surprising that NQO1 is involved in AD pathogenesis (Chhetri et al., 2018; Raina et al., 1999; SantaCruz et al., 2004; Torres‐Lista et al., 2014; Tsvetkov et al., 2011). Studies of brain tissue from AD patients showed NQO1 upregulation specifically in glial cells, followed in later stages by upregulation in hippocampal neurons (Raina et al., 1999; SantaCruz et al., 2004). Studies in the triple‐transgenic mouse AD model showed NQO1 upregulation in the hippocampus and cortex in early stages of the disease, followed by a gradual decrease in expression (Torres‐Lista et al., 2014). Controversially, another study revealed that approximately half of AD patients may lack NQO1 expression entirely in the hippocampus, which has been attributed to a C609T polymorphism (Tsvetkov et al., 2011). Altogether, these studies suggest that the regulation of NQO1 is still unclear in AD progression.

In addition to its role as an antioxidant enzyme, NQO1 also acts as an RNA‐binding protein (RBP) (Di Francesco et al., 2016) that can regulate gene expression posttranscriptionally (Gerstberger et al., 2014). This led us to ask whether the RBP activity of NQO1 may be important in AD. To investigate this question, we knocked down the gene in rat pheochromocytoma (PC12) cells that are widely used in AD studies. Then, we performed high‐throughput RNA sequencing (RNA‐seq) to identify differentially expressed genes (DEGs) and alternative splicing events (ASEs) regulated by NQO1. Our results revealed obvious changes in the transcriptome profiles and splicing patterns of certain subsets of genes after NQO1 knockdown. The study might provide an important basis for further clarifying the role of NQO1 in AD progression.

## 2 MATERIALS AND METHODS

### 2.1 Cell culture and transfections

PC12 cells (CL‐0481, Procell Life Science & Technology Co., Ltd., Wuhan, Hubei, China) were cultured in RPMI‐1640 containing 10% fetal bovine serum (FBS, 164210, Procell, Wuhan, Hubei, China), 100 μg/mL streptomycin (SV30010, Hyclone), and 100 U/mL penicillin (Hyclone) at 37°C in an atmosphere of 5% carbon dioxide. Short interfering RNA (siRNA) targeting NQO1 and the control siRNA were transfected into cells using Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA) according to the manufacturer's manual. All siRNA duplexes were purchased from Gemma (Suzhou, China). The sequences were nontargeting control siRNA (siCtrl) (5′‐UUCUCCGAACGUGUCACGUTT‐3′ [sense]) and siRNA targeting NQO1 (siNQO1) (5′‐CUGACCUCUAUGCUAUGAATT‐3′ [sense]).

### 2.2 Assessment of NQO1 gene expression

After 48 h of transfection, cells were harvested and subjected to quantitative reverse transcription PCR (RT‐qPCR) analysis. Complementary DNA (cDNA) was synthesized using Prime Scrip RT Reagent kit (Takara, Dalian, China). RT‐qPCR was performed on the Bio‐Rad S1000 using Bestar SYBR Green RT‐PCR Master Mix (DBI Bioscience, Shanghai, China). Levels of target mRNAs were determined using the 2–ΔΔCT method and normalized to the levels of glyceraldehyde‐3‐phosphate dehydrogenase (GAPDH) mRNA (Livak & Schmittgen, 2001).

Intergroup differences in expression levels were assessed for significance using the paired Student's *t*‐test in GraphPad Prism software (version 7, San Diego, CA, USA).

### 2.3 Flow cytometry of cell apoptosis

PC12 cells were plated onto 24‐well culture plates (ca. 105 per well) and incubated for 24 h. Cells were double stained with Fluor647‐conjugated annexin V and propidium iodide (4A Biotech Co. Ltd., Beijing, China), and apoptosis was detected by flow cytometry (Cytoflex, Beckman, USA).

### 2.4 RNA extraction and sequencing

Cells were homogenized and total RNA was extracted using TRIzol (Ambion, Austin, TX, USA). RQ1 DNase (Promega, Fitchburg, WI, USA) was applied to remove DNA. The purified RNA was quantified by measuring the absorbance ratio at 260–280 nm using a Smartspec Plus system (BioRad, Hercules, CA, USA), and 1.5% agarose gel electrophoresis was performed to verify RNA integrity.

Total RNA (1 μg) from each sample was used for RNA‐seq library preparation with the KAPA Stranded mRNA‐Seq Kit for Illumina^®^ Platforms (#KK8544, Roche, Basel, Switzerland). Polyadenylated mRNAs were purified with VAHTS mRNA capture Beads (N401‐01, Vazyme, Nanjing, China), and fragmented mRNAs were converted into double‐stranded cDNA. Following end repair and A tailing, the DNAs were ligated to Diluted Roche Adaptor (KK8726). Ligation products corresponding to 300–500 base pairs were amplified, purified, quantified, and stored at −80°C before sequencing. The strand marked with 2′‐deoxyuridine 5′‐triphosphate (second cDNA strand) was not amplified, allowing strand‐specific sequencing. Libraries were prepared for high‐throughput sequencing according to the manufacturer's instructions, and 150 nt paired‐end sequencing was performed on an Illumina Novaseq 6000 system (ABlife Inc, Wuhan, China).

### 2.5 Cleaning and alignment of raw RNA‐seq data

Raw reads containing more than 2‐N bases were first discarded. Then, we used the FASTX‐Toolkit (Version 0.0.13) to trim adaptors and low‐quality bases from the raw sequencing reads. Reads shorter than 16 nucleotides were discarded. The remaining clean reads were aligned to the RGSC6 genome using TopHat2 (Kim et al., 2013) and allowing four mismatches. Uniquely mapped reads were used for gene read counting and calculation of the fragments per kilobase of transcript per million mapped reads (FPKM) (Trapnell et al., 2010).

### 2.6 DEG analysis

The R Bioconductor package edgeR (Robinson et al., 2010) was used to screen for DEGs differing between NQO1 knockdown cells and control PC12 cells. A false discovery rate (FDR) <0.05 and fold change >2 or <0.5 were set as the cutoff criteria for identifying DEGs.

### 2.7 Alternative splicing analysis

ASEs were identified and quantified using the ABLAS pipeline as described (Jin et al., 2017; Xia et al., 2017). The following 10 types of ASEs were detected based on the splice junction reads: intron retention (IntronR), exon skipping (ES), alternative 5′ splice site (A5SS), alternative 3′splice site (A3SS), mutually exclusive exons (MXE), mutually exclusive 5′UTRs (5pMXE), mutually exclusive 3′UTRs (3pMXE), cassette exon, A3SS&ES, and A5SS&ES.

To identify NQO1‐regulated ASEs, the ratio alteration of ASEs was assessed for significance using Student's *t*‐test. ASEs were significant at *p*‐value cutoff equivalent to an FDR cutoff of 5% and were considered to be regulated by NQO1.

### 2.8 RT‐qPCR validation of DEGs and ASEs

Some DEGs identified by RNA‐seq were validated using RT‐qPCR. Total RNA remaining from RNA‐seq library preparation was subjected to RT‐qPCR. The reverse transcription of RNA into cDNA was performed using M‐MLV reverse transcriptase (Vazyme). RT‐qPCR was performed on the StepOne RT‐PCR System (AT311‐03, Transgene, Beijing, China), using the SYBR Green PCR Reagents Kit (Low Rox plus, YEASEN, Shanghai, China) and sequences of primers in Table S1. The PCR conditions were as follows: denaturation at 95°C for 10 min, 40 cycles of denaturation at 95°C for 15 s, and then annealing and extension at 60°C for 1 min. For each sample, PCR amplifications were performed three times. Gene expression was normalized to that of GAPDH mRNA.

ASEs were similarly validated using RT‐qPCR and the primers in Table S1. To detect alternative isoforms, a boundary‐spanning primer for the sequence encompassing the junction of the constitutive exon and the alternative exon and an opposing primer in a constitutive exon were used. The boundary‐spanning primer of the alternative exon was designed according to the “model exon” to detect model splicing or according to “altered exon” to detect altered splicing.

### 2.9 Functional enrichment analysis

To predict the functional categories of DEGs, the KOBAS 2.0 server was used to identify gene ontology (GO) terms and the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (Xie et al., 2011). Enrichment was determined based on the hypergeometric test and Benjamini–Hochberg FDR procedure.

## 3 RESULTS

### 3.1 NQO1 knockdown increases apoptosis of PC12 cells

To explore the role of NQO1 in AD, we knocked down NQO1 expression in PC12 cells through si‐NQO1 transfection and verified the reduced expression using RT‐qPCR (Figure 1a). Then we compared the percentage of apoptotic cells in si‐NQO1 group and si‐NC group. Knockdown of NQO1 led to a significant increase in cell apoptosis (Figure 1b).

**FIGURE 1:**
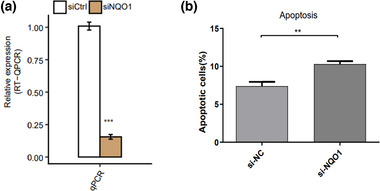
NQO1 knockdown enhances PC12 cell apoptosis. (a) NQO1 was knocked down using short interfering RNA targeting NQO1 (si‐NQO1) in PC12 cells. Control cells were transfected with a negative‐control siRNA. NQO1 expression was quantified using RT‐qPCR. (b) The apoptosis of NQO1 knockdown cells or control cells was determined by flow cytometric analysis. Data are shown as the mean ± standard deviation. Student's *t*‐test was used to analyze differences between two groups. **p < .01, ***p < .001.

### 3.2 NQO1 knockdown alters the transcriptome of PC12 cells

We compared the transcriptomes of PC12 cells transfected with si‐NQO1 or siCtrl using RNA‐seq. 

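PC12 cells, a line derived from a rat adrenal pheochromocytoma, were transfected with an siRNA against NQO1 (siNQO1) or with a nontargeting siRNA (siCtrl), and polyadenylated RNA of 3 samples from each group was sequenced, which gave 6 libraries. The paper describes the reagents as siRNAs, whereas the labels of the deposited samples describe an shRNA against NQO1 and a control plasmid. The samples were grouped as NQO1 knockdown or control, and both sources give this grouping alike. Cells were harvested 48 h after transfection for RT-qPCR, and the text of the paper does not name the harvest time of the sequenced cells. The authors aligned the cleaned reads to the rat genome with TopHat2, counted uniquely mapped reads per gene and calculated FPKM. Both tables were deposited and both were used here. Read counts were compared between siNQO1 and siCtrl with the quasi-likelihood test of edgeR after TMM scaling, for the 12420 of 18746 genes that passed a filter on low counts, with Benjamini-Hochberg adjustment over these genes. FPKM values are those of the authors. The filter, the scaling, the test and the libraries included could change the numbers, and each was varied. The paper calls the samples biological replicates, and the legend of Fig. 3, which sets sequencing beside RT-qPCR, states at least 3 independent experiments. Whether each sample came from its own culture is not spelled out, so p-values measure the spread between these samples. An exact permutation test of 3 samples against 3 cannot give a two-sided p below 0.10.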

After removing sequence adaptors and low‐quality reads, an average of 85.4 million clean pair‐end reads per sample were obtained. These reads were mapped to the RGSC6 genome, resulting in an average of 76.1 million uniquely mapped read pairs per sample. 

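The reads counted in genes numbered 28873824, 34886831 and 35235040 in siCtrl replicates 1, 2 and 3, and 33019217, 32789228 and 39467230 in siNQO1 replicates 1, 2 and 3. The median was 34886831 in siCtrl and 33019217 in siNQO1, and the mean over the 6 libraries was 34045228. These counts per gene, and not the number of mapped read pairs, are the depth behind the values given here. Transcripts of the mitochondrial genome took 4.25%, 6.40% and 5.19% of the reads in siCtrl replicates 1, 2 and 3, and 6.21%, 6.53% and 6.01% in siNQO1 replicates 1, 2 and 3. The share of siCtrl replicate 2 therefore lay within the range of the siNQO1 libraries. TMM factors ranged from 0.987 to 1.02.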

The sequencing showed 15,421 expressed genes with FPKM > 0 and 10,138 genes with FPKM > 1 in at least one sample. 

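Most expressed genes were seen in both groups. In the FPKM table of the authors, 18674 genes had an FPKM over 0 in at least 1 sample and 13754 had one in every sample. An FPKM over 1 was reached by 10697 genes in at least 1 sample and by 9807 in every sample, and 10276 of the former were protein-coding. At the upper end, 805 genes were over 100 FPKM in every sample. Within single libraries the number of genes over 1 FPKM ran from 10133 in siCtrl replicate 1 to 10324 in siCtrl replicate 2. The count table lists 72 further genes that the FPKM table does not, none of them with more than 6 reads over all libraries.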

The sequencing further confirmed NQO1 knockdown (Figure 2a). 

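Nqo1, which encodes the NAD(P)H quinone dehydrogenase targeted by the siRNA, was lower in every siNQO1 library than in every siCtrl library. Its FPKM was 368.6, 320.5 and 345.3 in siCtrl replicates 1, 2 and 3 and 80.8, 75.2 and 77.7 in siNQO1 replicates 1, 2 and 3. The means were 344.8 ± 24.1 (SD, n = 3) in siCtrl and 77.9 ± 2.79 (SD, n = 3) in siNQO1, so that 22.6% of the control level remained. The gene lies on chromosome 19 and is listed as ENSRNOG00000012772. Its log2 fold change was -2.13 (standard error 0.066, adjusted p = 1.54e-06 from the quasi-likelihood test of edgeR). The exact two-sided permutation test gave p = 0.10, the smallest that 3 samples against 3 allow. Of the neighboring genes in the reference order, Terf2, Cyb5b, Nfat5, Nob1 and Wwp2 did not pass the test, with log2 fold changes from -0.15 in Cyb5b to 0.06 in Nob1.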

Principal component analysis (PCA) revealed that the first component clearly separated genome‐wide gene expression profiles of PC12‐siNQO1 cell samples from those of control cell samples, suggesting that the experimental replicates strongly correlated with one other, giving reliable results appropriate for subsequent analysis (Figure 2b).

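On PC1 of the log2 CPM of the 12420 genes tested, which held 44.4% of the variance, each siNQO1 library lay beyond each siCtrl library. The siNQO1 replicates 1, 2 and 3 had scores of 16.0, 19.6 and 12.1. The siCtrl replicates 1 and 3 had scores of -32.2 and -20.7, and siCtrl replicate 2 had a score of 5.08. PC2 held 21.1% of the variance, and on it siCtrl replicate 2 had a score of -29.0, below the other 5 libraries. The Pearson correlation of log2 CPM across genes was 0.994 for each pair of siNQO1 libraries. Across the 3 pairs of siCtrl libraries it ran from 0.986 to 0.993, and across the 9 pairs between groups from 0.984 to 0.990. With the FPKM of the authors on the linear scale and each gene scaled to unit variance, PC1 held 35.3% and PC2 23.7%, and siCtrl replicate 2 had a PC1 score of -9.13 against -110.9 and -81.8 in the other siCtrl libraries. From the separation on PC1, the paper proposes that the replicates correlated strongly with each other and were appropriate for the subsequent analysis.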

**FIGURE 2:**
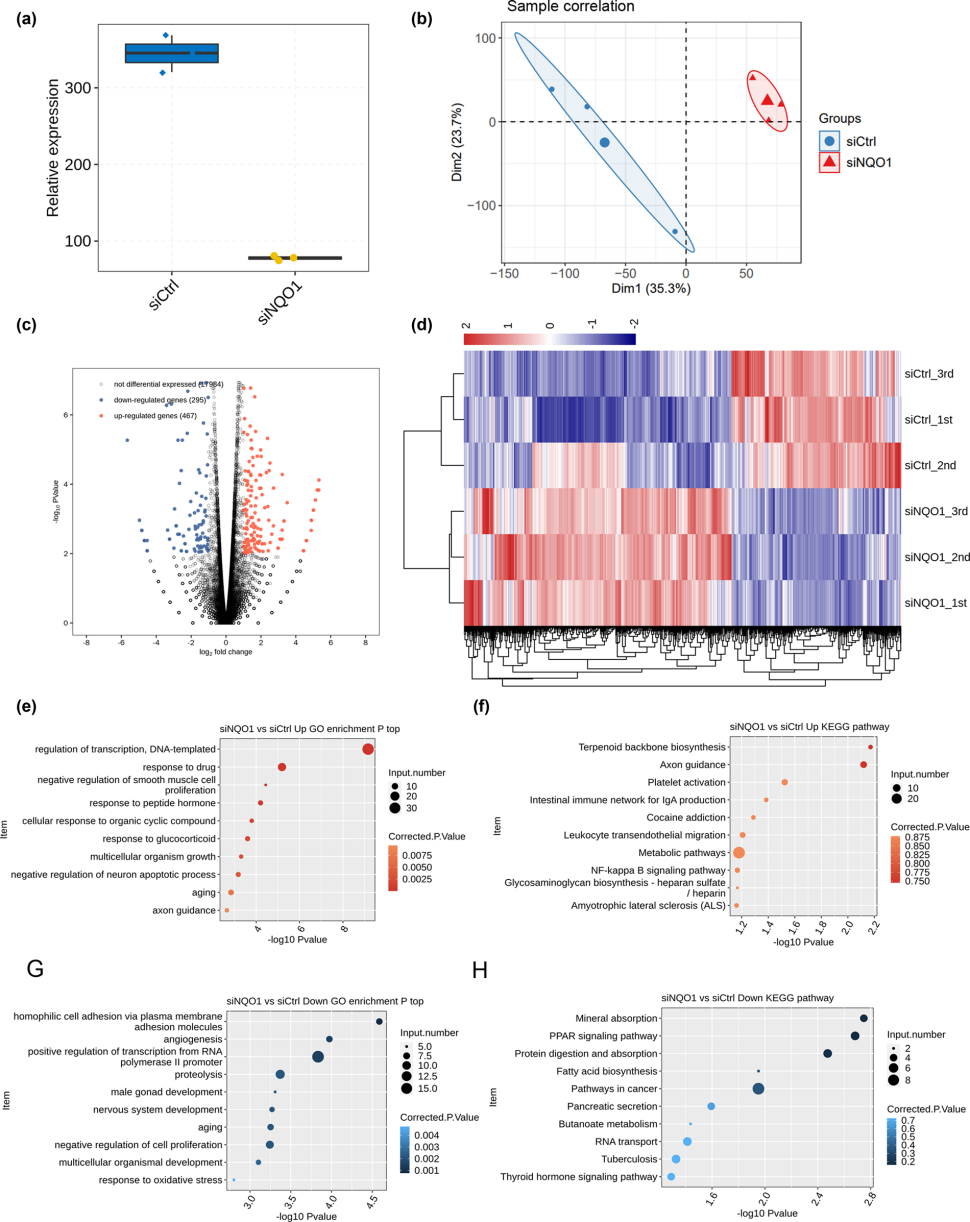
NQO1 regulates expression of genes involved in apoptosis. (a) NQO1 expression in NQO1 knockdown (siNQO1) group and control (siCtrl) group was quantified by RNA‐seq. (b) Transcriptional profiles of siNQO1 and siCtrl samples were separated by principal component analysis. (c) NQO1‐regulated genes were identified. Upregulated genes are labeled in red, and downregulated genes are labeled in blue. (d) Hierarchical clustering of differentially expressed genes (DEGs). Fragments per kilobase of transcript per million mapped reads (FPKM) values were log2‐transformed and then median‐centered for each gene. (E‐F) Upregulated DEGs were analyzed to reveal enrichment in (E) gene ontology (GO) biological processes and (F) Analysis of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. Only the top 10 results are shown. (G, H) Downregulated DEGs were analyzed to reveal enrichment in (G) GO processes and (H) KEGG pathways. Error bars represent mean ± standard error of the mean (SEM). ***p < .001.

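The largest rise after NQO1 knockdown was in Rgr, which encodes an opsin-like receptor of the retina, from 7.87 ± 0.697 FPKM (SD, n = 3) in siCtrl to 74.4 ± 4.72 (SD, n = 3) in siNQO1. Its log2 fold change was 3.26 (standard error 0.079, adjusted p = 4.06e-07 from edgeR). Among genes with an average log2 CPM over 0 and no overlap between the groups, Zswim8, Olfml2a, Flrt3, Lrit1, the transcription factor Klf2, Gas2, Sft2d3 and the AMPA receptor subunit Gria2 rose by 1.73, 1.46, 1.37, 1.36, 1.23, 1.06, 1.01 and 1.00 on the log2 scale. In the same class and besides Nqo1, falls past both thresholds included the proprotein convertase Pcsk6 (log2 fold change -1.39), Olah (-1.32), Nfatc2ip (-1.22), Padi2 (-1.16), the cystathionine synthase Cbs (-1.16), the growth factor receptor Fgfr3 (-1.15), Macrod1 (-1.09), the matrix metalloproteinase Mmp19 (-1.09), the phosphatidylcholine carrier Pctp (-1.07) and Rdh5 (-1.03). Among abundant genes, Col5a2, a chain of fibrillar collagen, rose by 0.87 and Stard7 fell by 0.97 on the log2 scale. At an adjusted p under 0.05 and a fold over 2, 30 genes were higher and 24 were lower. With no fold threshold, 654 genes were higher and 917 lower, with median log2 fold changes of 0.37 and -0.36, and 3596 genes had an unadjusted p under 0.05. The groups did not overlap in 34.2% of the genes tested, where chance gives 10%. Past both thresholds, 257 genes were higher and 43 lower without siCtrl replicate 2, 12 and 19 without siCtrl replicate 1, 13 and 11 without siCtrl replicate 3, 8 and 16 without siNQO1 replicate 1, 8 and 10 without siNQO1 replicate 2, and 9 and 13 without siNQO1 replicate 3. With no fold threshold, these numbers were 2164 and 2036, 346 and 662, 301 and 448, 227 and 495, 167 and 351, and 189 and 423, in the same order. Zswim8 was at 0.77, 0.21 and 0.69 FPKM in siNQO1 replicates 1, 2 and 3 against 0.14 to 0.20 in siCtrl, and its log2 fold change was 0.40 with limma on log2(FPKM + 1), where it did not pass. Without at least 1 library other than siCtrl replicate 2, Zswim8, Flrt3, Gas2, Gria2, Olah, Cbs, Macrod1, Pctp and Rdh5 no longer passed in edgeR, with highest adjusted p of 0.135, 0.0577, 0.107, 0.166, 0.0793, 0.0847, 0.108, 0.0935 and 0.0852.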

Analysis with edgeR identified DEGs in PC12 cells transfected with siNQO1 and siCrt, revealing 467 upregulated genes and 295 downregulated genes. This suggests that NQO1 knockdown regulates expression of many genes in PC12 cells. A volcano plot was provided to show DEGs associated with NQO1 knockdown (Figure 2c). 

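The median genes of cholesterol synthesis and of the cell cycle differed between the groups by more than they differed within them. Both lists passed camera of limma, which compares a list with the other genes, at a correlation of 0.01 (adjusted p = 9.35e-06 and 5.62e-07). With an estimated correlation neither list passed (adjusted p = 0.560 and 0.242 from camera). At a correlation of 0.01, camera also called up to 4 lists when the libraries were regrouped so that siNQO1 and siCtrl were mixed. The median gene of cholesterol and terpenoid backbone synthesis (28 genes) lay 0.25, 0.24 and 0.25 above the siCtrl mean in siNQO1 replicates 1, 2 and 3 on the log2 CPM scale, and at -0.03, -0.03 and 0.05 in siCtrl replicates 1, 2 and 3. The median cell cycle gene (52 genes) lay at -0.18, -0.25 and -0.21 in siNQO1 and at 0.04, -0.04 and -0.01 in siCtrl. For cytosolic ribosomal proteins (76 genes) the siNQO1 libraries lay at 0.09, 0.14 and 0.13 and the siCtrl libraries at 0.02, -0.08 and 0.05, with siCtrl replicate 2 the lowest. Over all genes tested, the correlation of log2 CPM of siCtrl replicate 2 was 0.986 with siCtrl replicate 1, 0.989 with siCtrl replicate 3, and 0.990, 0.990 and 0.989 with siNQO1 replicates 1, 2 and 3.

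**Figure D1:**
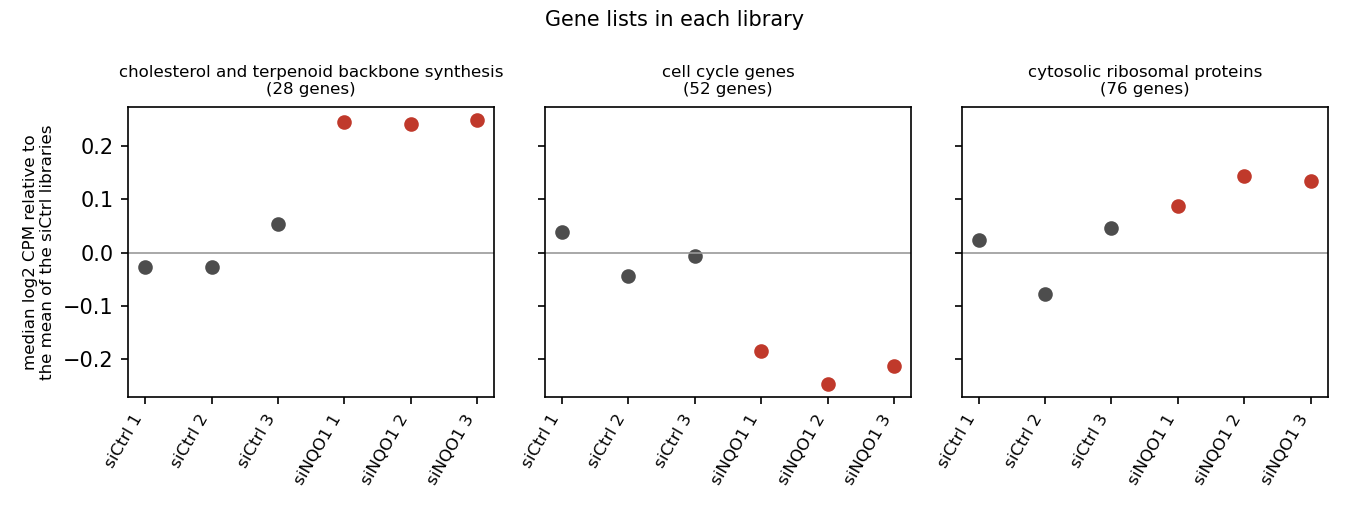
Median log2 CPM of the genes of 3 gene lists in each library, relative to the mean of the siCtrl libraries for each gene. The horizontal axis gives the 6 libraries, gray points are siCtrl and red points are siNQO1. In cholesterol and terpenoid backbone synthesis the siNQO1 libraries sit between 0.24 and 0.25, all above the siCtrl libraries.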

Heat maps of DEG expression patterns showed strong consistency within the biological replicates of PC12‐siNQO1 cell samples or control cell samples (Figure 2d).

To begin to examine the potential functions of these DEGs, GO enrichment analysis was performed. The top biological processes involving NQO1‐regulated genes are presented in Figure 2e,g. 

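Of 34 genes of negative regulation of neuron apoptosis, 7 were higher after NQO1 knockdown, 4 were lower and 23 did not pass the test (9 higher and 5 lower when adjusted over the list alone). Apoe, Bdnf, Cryab and Lgmn were among the 7, and the 4 were Gclc, Jun, Nr4a2 and Stat3. Bdnf, a neurotrophin, was the member that also passed a fold of 2, at 0.04 ± 0.017 FPKM (SD, n = 3) in siCtrl and 0.143 ± 0.023 (SD, n = 3) in siNQO1 (log2 fold change 1.69, standard error 0.34, adjusted p = 0.0156 from edgeR). At this level its log2 fold change was 0.14 with limma on log2(FPKM + 1) and 0.80 on log2(FPKM + 0.1), where it passed, and DESeq2 gave it no adjusted p. As a set, the list did not pass camera (adjusted p = 0.303), which compares it with the other genes, and passed fry of limma, which does not (adjusted p = 0.0340). Axon guidance genes moved in both directions, with 7 of 49 higher, 6 lower and 36 not passing (9 higher and 9 lower when adjusted over the list alone; adjusted p = 0.749 from camera). The semaphorin receptor Plxna1 rose by 0.51 and the guidance cue Slit2 rose by 0.34 on the log2 scale, whereas Dpysl2 and Sema4c had log2 fold changes of -0.67 and -0.34. The lists stand in for the GO terms of Fig. 2e. In Fisher's exact test none of the 33 lists was over-represented among the 30 genes higher or the 24 genes lower (smallest adjusted p = 0.467 over 66 tests). With all genes at an adjusted p under 0.05, negative regulation of neuron apoptosis was over-represented among the higher genes (odds ratio 4.70, adjusted p = 0.0277 from the same test) and axon guidance did not pass (odds ratio 3.02, adjusted p = 0.150 from the same test). Without at least 1 library, Bdnf, Apoe, Gclc, Nr4a2, Jun and Slit2 no longer passed in edgeR, with highest adjusted p of 0.0715, 0.138, 0.166, 0.154, 0.0518 and 0.0528.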

The genes upregulated in NQO1 knockdown cells were associated mainly with negative regulation of smooth muscle cell proliferation and neuron apoptotic processes, transcription regulation, DNA‐templated synthesis, axon guidance, and aging (Figure 2e). The genes downregulated in NQO1 knockdown cells were associated mainly with negative regulation of cell proliferation, nervous system development, response to oxidative stress, and other pathways related to AD (Figure 2g). 

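Cell cycle genes were lower as a group. Of 52 tested, 21 were lower, 1 was higher and 30 did not pass (30 lower and 1 higher when adjusted over the list alone; adjusted p = 5.62e-07 from camera, and adjusted p = 0.242 with an estimated correlation). The ribonucleotide reductase subunit Rrm2, the replication licensing factor Mcm7, the kinesin Kif20a and the transcription factor E2f1 had log2 fold changes of -0.49, -0.57, -0.43 and -0.39, and the cyclin Ccnd1, the higher member, rose by 0.23. Of 23 oxidative stress enzymes, 4 were lower, 1 was higher and 18 did not pass (4 lower and 2 higher when adjusted over the list alone; adjusted p = 0.757 from camera). The mitochondrial thioredoxin Txn2 was at 154.5 ± 12.8 FPKM (SD, n = 3) in siCtrl and 75.5 ± 1.60 (SD, n = 3) in siNQO1 (log2 fold change -1.02, standard error 0.068, adjusted p = 0.000238 from edgeR). Prdx3 and Gpx7 had log2 fold changes of -0.31 and -0.81, and catalase, Cat, rose by 0.36 on the log2 scale. Of 34 genes of the NRF2 antioxidant response, which include Nqo1, 4 were lower and 2 higher (the same when adjusted over the list alone; adjusted p = 0.600 from camera). Of 15 neuronal differentiation genes tested, Nlgn2 and Syn1 were lower (log2 fold changes -0.31 and -0.36) and none was higher, also when adjusted over the list alone. As a set this list did not pass camera (adjusted p = 0.707), in the direction of a rise, with a median log2 fold change of 0.15. In the test of edgeR with 1 library left out, Cat, Ccnd1, Gpx7, Nlgn2 and Syn1 lost their calls, with highest adjusted p of 0.114, 0.102, 0.144, 0.0896 and 0.105.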

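Genes of the apoptosis machinery changed in both directions. Among 9 pro-apoptotic BCL2 family genes tested, 2 were higher and 2 lower (3 higher and 2 lower when adjusted over the list alone; adjusted p = 0.869 from camera). Bak1 and Bcl2l11, which encodes BIM, rose by 0.43 and 0.32 on the log2 scale, and Bid and Bax had log2 fold changes of -0.60 and -0.33. Of the anti-apoptotic members, Bcl2l1 rose by 0.24 and Bcl2l2 had a log2 fold change of -0.44, while Bcl2 was at 0.01 (adjusted p = 0.988 from edgeR). Among 18 caspase and apoptosome genes, Casp1 was higher and Apaf1 lower (log2 fold changes 1.53 and -0.53), and 16 did not pass (3 higher and 1 lower when adjusted over the list alone; adjusted p = 0.757 from camera). Of 13 inhibitors of apoptosis, Faim2, Birc5 and Bag1 were lower (log2 fold changes -0.48, -0.29 and -0.20) and none was higher, also when adjusted over the list alone (adjusted p = 0.707 from camera and 0.0322 from fry of limma). In death receptor signaling the adaptor Tradd rose by 0.76 and the adaptor Fadd had a log2 fold change of -0.69, with 13 of 15 genes not passing (1 higher and 1 lower when adjusted over the list alone; adjusted p = 0.869 from camera). Casp1 rested on 5 to 11 reads per siCtrl library, did not pass in edgeR without any 1 of the 6 libraries (highest adjusted p = 0.179), and had a log2 fold change of 0.27 with limma on log2(FPKM + 1). Without at least 1 library other than siCtrl replicate 2, Apaf1, Bag1, Bcl2l1, Bcl2l11, Birc5 and Fadd no longer passed in edgeR either, with highest adjusted p of 0.145, 0.147, 0.0921, 0.126, 0.0846 and 0.0603.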

Interestingly, the upregulated and downregulated DEGs were significantly enriched in apoptotic‐related processes, which ranked among the top 10 terms (Figure 2e). As shown by KEGG pathway analysis, the DEGs were enriched in axon guidance, nuclear factor‐kappa B signaling pathway, fatty acid biosynthesis, metabolic pathways, and cancer pathways (Figure 2f,h).

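Genes of cholesterol and terpenoid backbone synthesis were the metabolic group that rose. Of 28 tested, 11 were higher, 1 was lower and 16 did not pass (18 higher and 1 lower when adjusted over the list alone; adjusted p = 9.35e-06 from camera, and adjusted p = 0.560 with an estimated correlation). Insig1, which retains SREBP in the endoplasmic reticulum, went from 12.2 ± 1.18 FPKM (SD, n = 3) in siCtrl to 21.8 ± 0.577 (SD, n = 3) in siNQO1 (log2 fold change 0.85, standard error 0.078, adjusted p = 0.000604 from edgeR). The farnesyl diphosphate synthase Fdps, the squalene synthase Fdft1 and Nsdhl rose by 0.65, 0.51 and 0.39 on the log2 scale. The number of higher genes was 6 without siNQO1 replicate 1 or 2, and 7 without siNQO1 replicate 3 or siCtrl replicate 1. Of 19 genes of fatty acid synthesis, 4 were lower, none was higher and 15 did not pass (4 lower when adjusted over the list alone; adjusted p = 0.235 from camera and 0.0217 from fry of limma). These 4 were the desaturase Scd2, the ATP citrate lyase Acly, the transcription factor Srebf1 and Acsl6, with log2 fold changes of -0.34, -0.31, -0.65 and -0.64. Among 33 genes of the NF-kappa B pathway, Gadd45b and the receptor Tlr4 rose by 0.35 and 0.49 on the log2 scale, Irak1 had a log2 fold change of -0.41, and 30 did not pass (1 higher and 1 lower when adjusted over the list alone; adjusted p = 0.757 from camera, in the direction of a rise, with a median log2 fold change of -0.022). With 1 library left out, Acly, Acsl6, Srebf1 and Tlr4 no longer passed in edgeR, with highest adjusted p of 0.054, 0.148, 0.108 and 0.208. The lists stand in for the pathways of Fig. 2f,h.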

### 3.3 NQO1 regulates the expression of apoptosis‐related genes

To verify the impact of NQO1 silencing on DEG expression, we performed RT‐qPCR to detect the expression of six DEGs (Cryab, Lgmn, Ngf, Apoe, Brd7, and Stat3) that have been reported to participate in apoptosis pathology. 

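Cryab, Lgmn and Apoe were higher and Brd7 and Stat3 were lower after NQO1 knockdown, and for each of these 5 genes every siNQO1 library lay beyond every siCtrl library (exact two-sided permutation p = 0.10 for each, the smallest that 3 samples against 3 allow). Cryab, a small heat shock protein, was at 213.3 ± 15.8 FPKM (SD, n = 3) in siCtrl and 337.3 ± 14.2 (SD, n = 3) in siNQO1 (log2 fold change 0.67, standard error 0.065, adjusted p = 0.000748 from edgeR). The lysosomal protease Lgmn was at 23.6 ± 1.97 and 39.7 ± 0.530 FPKM (SD, n = 3 each; log2 fold change 0.76, adjusted p = 0.000486 from the same test). Apoe, which encodes the lipid carrier apolipoprotein E, was at 1.4 ± 0.312 and 2.24 ± 0.069 FPKM (SD, n = 3 each; log2 fold change 0.69, adjusted p = 0.0411 from the same test). The bromodomain protein Brd7 was at 43.2 ± 0.806 and 25.6 ± 0.249 FPKM (SD, n = 3 each; log2 fold change -0.74, adjusted p = 0.00015 from the same test). The transcription factor Stat3 was at 24.8 ± 0.964 and 15.4 ± 0.519 FPKM (SD, n = 3 each; log2 fold change -0.68, adjusted p = 0.000471 from the same test). The fold change of Apoe rested on 70 to 153 reads per library, and its adjusted p rose to 0.138 without siNQO1 replicate 2, 0.126 without siNQO1 replicate 1, 0.107 without siNQO1 replicate 3 and 0.101 without siCtrl replicate 1. Gapdh, the RT-qPCR reference, had a log2 fold change of -0.03 (adjusted p = 0.812 from edgeR), with a change of sign without siCtrl replicate 3 and a log2 fold change of -0.10 that passed the test without siCtrl replicate 2 (adjusted p = 0.0136 from edgeR).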

All these DEGs were associated with the GO molecular functional terms “negative regulation of neuron apoptotic processes,” “negative regulation of cell proliferation,” and “aging,” and the FPKM of all these genes was >1 in at least one RNA‐seq sample. The results of RT‐qPCR confirmed that Cryab, Lgmn, Ngf, and Apoe were upregulated in PC12 cells silencing NQO1, while Brd7 and Stat3 were downregulated by siNQO1 (Figure 3a).

**FIGURE 3:**
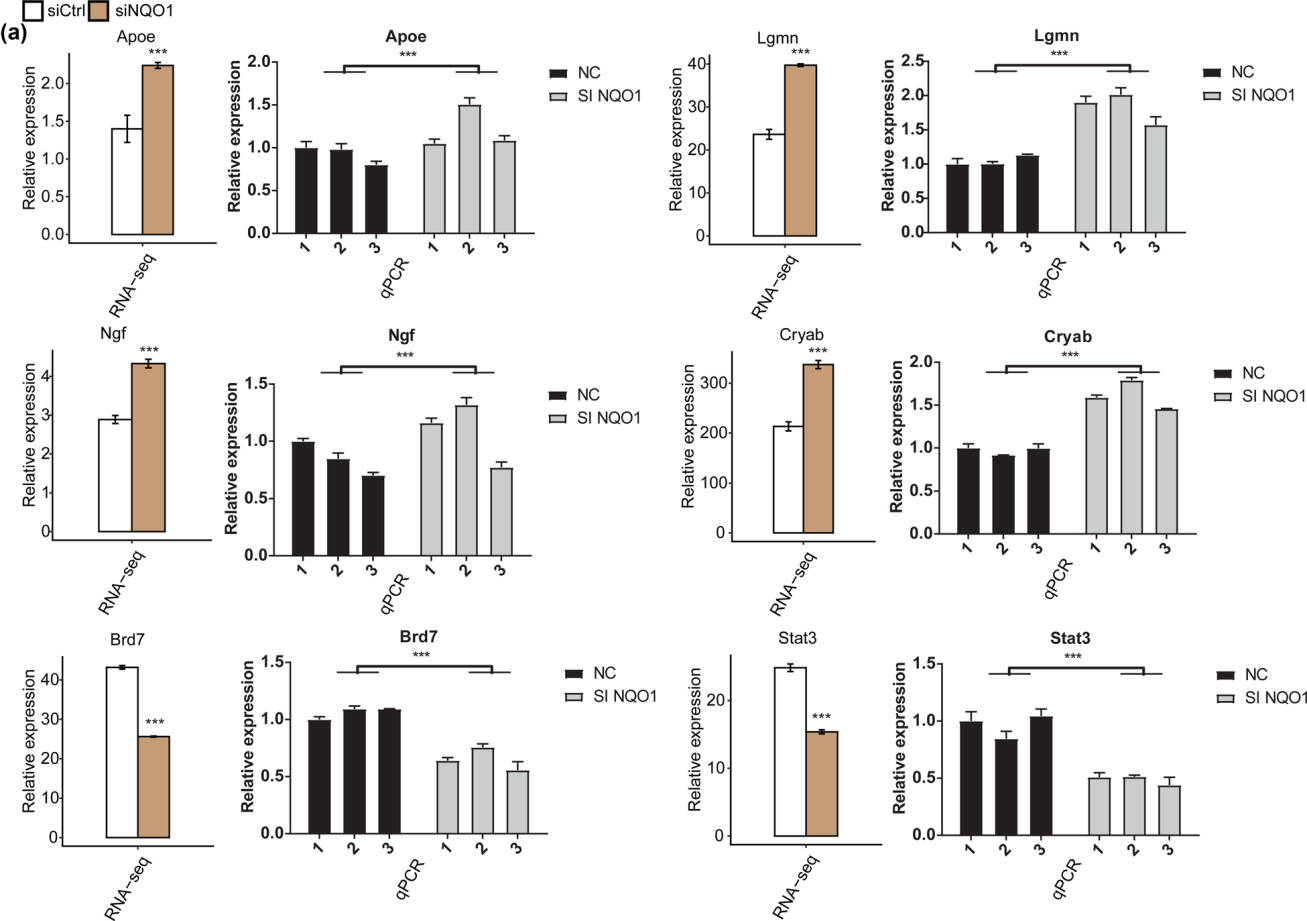
Validation by RT‐qPCR of certain NQO1‐regulated genes first identified by RNA sequencing. (a) Sequencing results are shown on the left, and RT‐qPCR results are presented on the right. Experimental data are shown as the mean ± standard deviation of at least three independent experiments. ***p < .001.

### 3.4 NQO1 regulates the alternative splicing of genes implicated in apoptosis

The splice reads from PC12 cells transfected with siNQO1 or siCtrl were mapped to the reference genome, and 164,821 annotated exons were detected, accounting for 68.6% of all annotated reads. Then, 68,038 known and 240,124 novel splice junctions were detected using TopHat2. ASEs were identified from the splice junctions using ABLAS, which detected 1534 known and 38,038 novel ASEs.

After applying stringent screening conditions (see Section 2), we identified 247 NQO1‐regulated ASEs: 73 examples of intron retention (IntronR), 47 examples of exon skipping (ES), 21 cassette exons, 37 alternative 5′ splice sites (A5SS), two examples of alternative 5′ splice site and exon skipping (A5SS&ES), 39 alternative 3′ splice sites (A3SS), three examples of alternative 3′ splice site and exon skipping (A3SS&ES), 10 mutually exclusive 5′ UTRs (5pMXE), and eight mutually exclusive 3′ UTRs (3pMXE) (Figure 4a). These results suggest that NQO1 knockdown has an extensive influence on splicing. 

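Pdgfa and Stk11ip differed in expression between the groups by more than the spread between libraries, and Eea1 and Stag2 did not. Pdgfa, a platelet-derived growth factor chain, was at 30.9 ± 0.826 FPKM (SD, n = 3) in siCtrl and 52.6 ± 0.451 (SD, n = 3) in siNQO1 (log2 fold change 0.78, standard error 0.049, adjusted p = 0.00017 from edgeR). Stk11ip, an LKB1-interacting protein, was at 6.98 ± 0.547 and 4.59 ± 0.440 FPKM (SD, n = 3 each; log2 fold change -0.59, standard error 0.089, adjusted p = 0.00499 from the same test). Eea1, an early endosome protein, had FPKM of 0.36, 1.16 and 0.51 in siCtrl replicates 1, 2 and 3 and of 1.24, 1.17 and 1.09 in siNQO1 (log2 fold change 0.79, standard error 0.35, adjusted p = 0.179 from the same test). The cohesin subunit Stag2 had FPKM of 3.41, 11.1 and 4.44 in siCtrl and of 10.3, 10.3 and 7.86 in siNQO1 (log2 fold change 0.60, standard error 0.37, adjusted p = 0.321 from the same test). In both of these genes siCtrl replicate 2 lay within or above the range of the siNQO1 libraries. Without siCtrl replicate 2, Eea1 had a log2 fold change of 1.41 (adjusted p = 9.84e-05 from edgeR) and Stag2 one of 1.28 (adjusted p = 2.44e-05 from edgeR). Splicing was not analysed here.

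**Figure D2:**
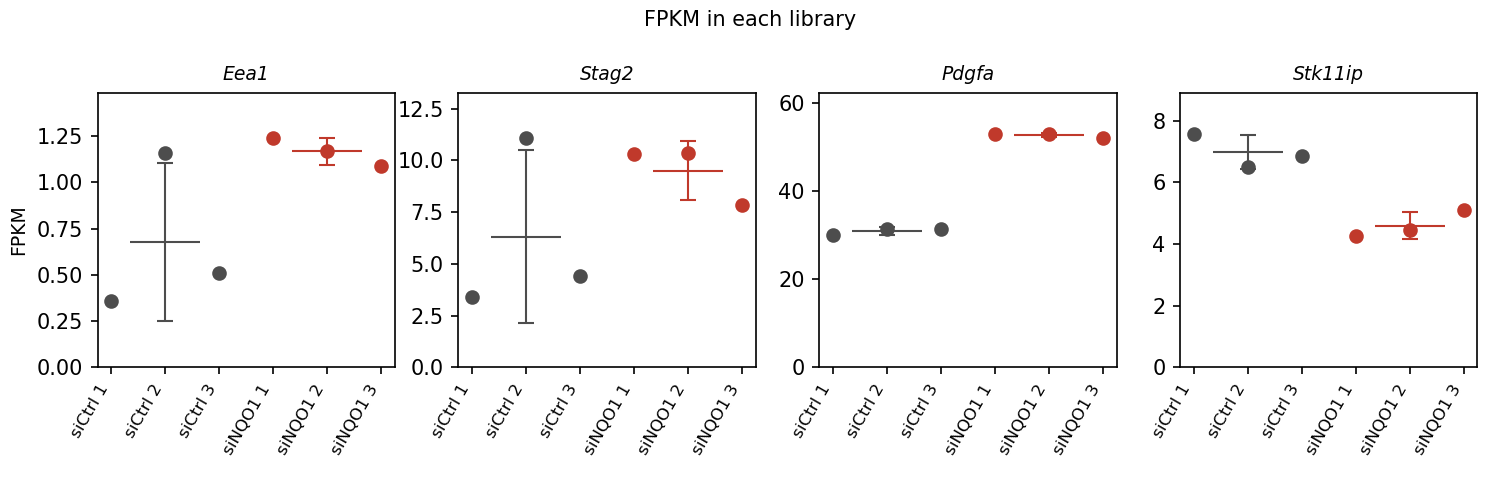
FPKM of Eea1, Stag2, Pdgfa and Stk11ip in each library. The vertical axis gives FPKM, the horizontal axis the 6 libraries, gray points are siCtrl, red points are siNQO1, and bars are the mean and SD of the 3 libraries of a group. For Stag2, siCtrl replicate 2 sits at 11.1 and the other siCtrl libraries at 3.41 and 4.44.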

Figure 4b shows four genes (Eea1, Stag2, Pdgfa, and Stk11ip) whose expression and alternative splicing were regulated by NQO1 in PC12 cells.

**FIGURE 4:**
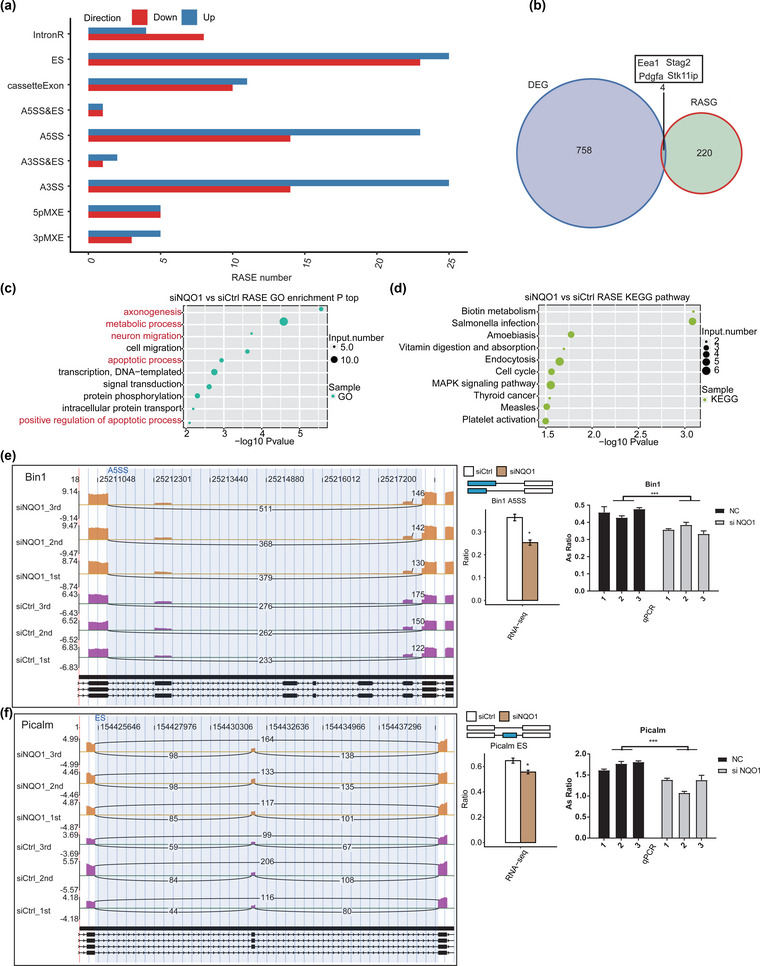
Identification and functional analysis of NQO1‐regulated alternative splicing events. (a) Frequency distribution of different types of NQO1‐regulated alternative splicing events. (b) Venn diagram showing the number of RASGs and DEGs as well as the name of four overlap genes. (c) The top 10 GO biological processes of RASGs. (d) The top 10 representative KEGG pathways of RASGs. (e, f) NQO1‐regulated cassette exon of BIN1 and Picalm. ASE changes in NQO1 knockdown cells and control cells were shown by Integrative Genomics Viewer (IGV)‐sashimi plots (left panel), and the transcripts for the gene are shown below. The schematic diagrams depict the structures of ASEs (right panel, top). The constitutive exon sequences are denoted with white boxes, intron sequences with horizontal line, and alternative exons with blue boxes. RNA‐seq quantification of ASEs is displayed at the bottom of the right panel. The altered ratio of ASEs in RNA‐seq was calculated according to the formula: alternative splice junction reads / (alternative splice junction reads + model splice junction reads), while the altered ratio of ASEs in RT‐qPCR was calculated using the formula: alternative splice transcripts level / model splice transcripts level. Student's *t*‐test was performed to compare differences between NQO1 knockdown cells and control cells. Error bars represent mean ± standard error of the mean (SEM). ***p < .001, **p < .01, *p < .05.

To explore the potential functions of NQO1‐regulated alternative splicing of genes, we analyzed the genes for enrichment in GO terms. They were highly enriched in axonogenesis, metabolic processes, neuron migration, apoptotic processes, signal transduction, protein phosphorylation, and positive regulation of apoptotic processes (Figure 4c). Enriched KEGG pathways included biotin metabolism, endocytosis, cell cycle, and mitogen‐activated protein kinase (MAPK) signaling (Figure 4d). These results suggest that by regulating the alternative splicing of transcription factors and co‐activators, NQO1 knockdown regulates the expression of genes mainly related to apoptosis.

We validated the results of our transcriptomic analysis using RT‑qPCR (Figures 4e,f and 1). Two important ASEs were located in BIN1 and Picalm, which have been linked to AD pathology and belong to apoptotic pathways.

## 4 DISCUSSION

Neuronal apoptosis is one of the main manifestations of AD (Cavallucci & D'Amelio, 2011; Colurso et al., 2003; Obulesu & Lakshmi, 2014; Radi et al., 2014). In addition to its traditional oxidoreductase activity, NQO1 has been reported to directly regulate apoptosis as well (Liu et al., 2015). Here, we explored the RNA‐binding function of NQO1 in AD. Knockdown of NQO1 promoted PC12 cell apoptosis, suggesting that NQO1 is an apoptotic regulator in neural cells. We further found that NQO1 knockdown altered the expression of numerous genes, upregulating genes involved mostly in negative regulation of neuron apoptotic processes and aging, while downregulating genes involved mostly in nervous system development, response to oxidative stress, and other pathways related to AD.

In our study, NQO1 knockdown upregulated Cryab, NGF, and Apoe in PC12 cells, while it downregulated Stat3. All these genes have previously been linked to AD pathology. αB‐crystallin (CryaB) plays a key role in various cellular processes such as differentiation, apoptosis, and gene expression (Clark, 2016). CryaB can reduce cytotoxicity of Aβ by inhibiting lengthening of fibrils (Dehle et al., 2010), and it can prevent aggregation or misfolding of proteins, enabling their correct refolding (Bakthisaran et al., 2015). Phosphorylation of CryaB via a p38 MAPK‐dependent mechanism may participate in AD (Muraleva et al., 2019). Nerve growth factor (NGF) regulates differentiation, growth, survival, and plasticity of neurons in the central nervous system (Niewiadomska et al., 2011), and it is being explored as a potential AD therapy (Mitra et al., 2019). Apoe isoforms have been strongly linked to AD risk, and they appear to help control the transport of brain lipids, neuronal signaling, mitochondrial function, glucose metabolism, and neuroinflammation (Uddin et al., 2019). Apoe4‐targeted therapeutic strategies show promise (Belloy et al., 2019). Phosphorylated STAT3 is linked to suppression of the transcription factor NF‐κB and caspase‐3, which may help protect against AD‐like pathology (Marrero et al., 2010). Stat3‐mediated astrogliosis may be a useful therapeutic target in AD (Reichenbach et al., 2019). In light of these previous findings, our results suggest that NQO1 may help protect against AD by maintaining apoptosis in the brain under control. Our findings highlight the need for more extensive studies into the RNA‐binding functions of NQO1.

Indeed, we found that NQO1 knockdown influenced not only the expression of numerous genes, but also their alternative splicing. According to bioinformatics analysis and RNA‐seq data, NQO1 also regulates the alternative splicing of many genes that were enriched positive regulation of apoptotic processes and MAPK signaling. Among the five distinct functional modules of the MAPK family, p38 MAPK appears to be the most essential regulator of AD pathology (Kheiri et al., 2018; Munoz & Ammit, 2010). The apoptosis signal‐regulating kinase 1, involved in pathologic apoptosis in neurodegenerative disorders (Kim & Choi, 2010), is an MAPK kinase that enables p38 MAPK phosphorylation and acts via caspase 3 to initiate apoptosis dependent on amyloid precursor protein (Lauretti & Praticò, 2015; Liao et al., 2004). Inhibition of p38 MAPK hinders Aβ‐induced apoptosis in PC12 cells (Song et al., 2004). While p38 MAPK inhibitors have shown potential to prevent progression of Aβ and tau pathology in AD, they can cause side effects and can cross‐react with other kinases, limiting their clinical usefulness (Kheiri et al., 2018). Fruitful leads for therapeutic development may come from studies that explore how NQO1 acts as an RBP to influence p38 MAPK pathways.

We found evidence that NQO1 regulates splicing of the genes encoding phosphatidylinositol‐binding clathrin assembly protein (PICALM) and bridging integrator 1 (BIN1). Both genes have been identified as AD risk factors in genome‐wide association studies (Harold et al., 2009; Van Cauwenberghe et al., 2016). PICALM and BIN1 may influence processing of amyloid precursor protein, altering Aβ levels and thereby affecting AD risk (Harold et al., 2009; Tan et al., 2013). BIN1 has also been connected to tau pathology, but the pathways involved are unclear (Tan et al., 2013). BIN1 plays a role in cell cycle control and can mediate cell apoptosis via a caspase‐independent process (Elliott et al., 2000; Galderisi et al., 1999) but mechanistic details are unclear. Also unclear is whether BIN1‐related apoptosis is involved in AD (Gao et al., 2021). Future studies should explore these two proteins in AD in greater detail, together with NQO1.

Our study presents several limitations: first, our study currently involved in vitro experiments, and the PC12 cell line has many defects as an AD cell model. The results of this study need to be further verified in AD animal models and AD patient biological specimens. In addition, presently our study does not explain specifically how NQO1 regulates these genes and which role NQO1 plays in regulating these genes in the pathophysiology of AD.

Despite these limitations, our genome‐wide transcriptional and splicing analyses of NQO1 knockdown cells and control cells provide strong evidence that NQO1 posttranscriptionally regulates many genes involved in apoptosis. This regulation may make NQO1 an important player in the complex pathways leading to AD.

## AUTHOR CONTRIBUTIONS

Yingshi Du and Yongming Liu conceived the project and designed and supervised the experiments. Dong Chen, Jing Wang, and Yue Song performed the experiment. Gejing Liu, Qian Zhang, and Jinggang Yang analyzed the data. Yingshi Du drafted the manuscript. All authors reviewed the draft manuscript and approved the final version of the manuscript.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflicts of interest.

### PEER REVIEW

The peer review history for this article is available at https://publons.com/publon/10.1002/brb3.2917.

## Supporting information

Supplementary Figure 1. NQO1‐regulated cassette exon of BIN1 and verification by RT‐qPCR. Click here for additional data file.

Supplementary Table 1. Primers sets related to the experimental procedures Click here for additional data file.

## Data Availability

RNA‐seq data in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO series accession number. All additional data analyzed during this study are included in this published article and its additional files.

# Supplementary material for: NQO1 regulates expression and alternative splicing of apoptotic genes associated with Alzheimer's disease in PC12 cells
**Source:** Brain Behav. 2023 Mar 31;13(5):e2917. doi: 10.1002/brb3.2917
**Supplement:** Supplementary file 2 — Supplementary Table 1. Primers sets related to the experimental procedures

Supplementary Table 1. Primers sets related to the experimental procedures

| Gene | Primer | Sequence (5'-3') | Related Figures |
| --- | --- | --- | --- |
| GAPDH(Rat) | Forward | TCTCTTGTGACAAAGTGGACA | Figure 1A |
|  | Reverse | CCCATTCTCAGCCTTGACTGT |  |
| NQO1 | Forward | CTACACGTATGCCACCATGT | Figure 1A |
|  | Reverse | ATTGGCCAGAGAATGACGTT |  |
| Lgmn | Forward | CTGTGAAGGCGACAAGAG | Figure 3 |
|  | Reverse | GGTCTGGAGGAAGGAACT |  |
| Cryab | Forward | TCCTCTCACCATTACTTCTTC |  |
|  | Reverse | CTAGTCACAGATGTTCATTCG |  |
| Brd7 | Forward | TGAACAAGTGACCAATAACC |  |
|  | Reverse | AATCTACGAGGCTGTGTC |  |
| Ngf | Forward | TCTTCGGACACTCTGGATT |  |
|  | Reverse | CGTGGCTGTGGTCTTATC |  |
| Apoe | Forward | AGGCAATGGAGTTGGTAG |  |
|  | Reverse | CAAGATGGAGGAGCAGAC |  |
| Stat3 | Forward | AGGATTGGAAGCCATCAAC |  |
|  | Reverse | GCTGATCTGTCTGTGGAAT |  |
| Picalm | Model forward | ATGTTTGTTGGATTCAGTCC | Figure 4 |
|  | AS forward | ACATGGGGAGGATTCAGTCC |  |
|  | Model/AS reverse | ACCAGAATCTACAGCAAC |  |
| Bin1 | Model forward | CCCATCTCAGAGCTCTCTCC |  |
|  | AS forward | AAGCGACCTCCAGCTCTCTCC |  |
|  | Model/AS reverse | AAGCGTCCAGTCGTAGTGC |  |
| Fyn | Model forward | ACTACATCACCACGAGGGC | Figure S1 |
|  | AS forward | TCAGCTTTCTCTGAGTAATG |  |
|  | Model/AS reverse | GCGGCTCTCTCTGAGTAATG |  |

How the deposited data were processed for this re-analysis (not part of the article)

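Polyadenylated RNA of PC12 cells transfected with siNQO1 (3 samples) or siCtrl (3 samples) was sequenced by the authors on a strand-specific library protocol with paired reads. According to the methods of the paper, the authors discarded reads with more than 2 ambiguous bases, trimmed adaptors and low-quality bases, aligned the reads to the RGSC6 genome with TopHat2 and used uniquely mapped reads. The submitters' processing notes name bcl2fastq, TopHat2 and edgeR. The deposited read counts are whole numbers per gene, made by the authors from uniquely mapped reads and not normalized. The deposited FPKM values were calculated by the authors per kilobase of transcript and for the number of mapped reads. The counting tool and whether it used strand are not given in the sources used here, so overlapping and antisense genes, and genes with near-identical copies such as those of ribosomal proteins, may share reads.

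Reads counted in genes ran from 28873824 to 39467230 per library. Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the groups, libraries were scaled by TMM, and siNQO1 was compared with siCtrl by glmQLFit and glmQLFTest without a block, with Benjamini-Hochberg adjustment over the 12420 genes tested. The common biological coefficient of variation was 0.109. The thresholds of the paper, an adjusted p under 0.05 and a fold over 2, were used, and counts with no fold threshold are given beside them. The median log2 fold change of all genes tested lay between 0.004 and 0.022 under TMM, RLE and upper-quartile scaling and under library size alone. PCA used log2 CPM with a prior count of 2. On counts simulated from the means, spread and library sizes of these libraries, the test called 36 of 67 genes changed 1.5-fold, 58 of 67 changed 2-fold and 65 of 65 changed 4-fold, and 6 of 12111 unchanged genes, among 12310 genes tested. In this simulation changes of 1.5-fold were therefore missed often. It held far fewer changed genes than the 1571 called in the data, so the cut-off after adjustment differs. The shares recovered need not hold for the data.

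Gene groups were 36 lists of genes fixed before the data were examined, of which 33 had at least 5 genes tested. They cover apoptosis, oxidative stress, lipid synthesis, neuronal and signaling genes and markers of other cell types, and stand in for the GO and KEGG terms of the paper, whose databases were not used here. Each list was tested with camera in limma 3.58.1 with a correlation of 0.01, and again with an estimated correlation, under which none of the 5 called lists passed. Over-representation used Fisher's exact test, two-sided, with all genes tested as background. Genes named in the text are those the paper names, up to 12 genes of each direction with the largest change among those past both thresholds, with an average log2 CPM over 0 and no overlap between groups (10 rises and 12 falls met this), the 3 of each direction with the smallest p among abundant genes, and up to 4 members of each list described. Other members of a list are named where a count of them is given, and were chosen after their values were seen.

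The alternatives were other scalings, other filters, the exact and likelihood ratio tests of edgeR, DESeq2 1.42.0, limma voom, limma on log2 FPKM with pseudocounts of 1 and 0.1, a test against a fold of 1.5, the replicate number as a block, and each library left out in turn. Sample quality weights, an exact test with a common dispersion and counts of expressed genes in single libraries were added after the values had been seen. The deviations of same-numbered libraries from their group means did not correlate in every pair, so the libraries were treated as unpaired. Some genes that these rules select are not reported here. Splicing, RT-qPCR and flow cytometry were not analysed here, and a test of matches to the siRNA seed in 3' untranslated regions was not run because no genome was used here.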

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

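The tests of a wrong label and of a mixed sample, and the splits for the number of genes with no fold threshold, were chosen after the result was seen. Signals in genes that the text of the paper does not discuss are given first.

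Rgr rose by a log2 fold change of 3.26, more than 4-fold above the siCtrl libraries. The neighbor of Rgr in the reference order, Lrit1, rose by 1.36, while Ccser2 and Cdhr1 were at 0.29 and 0.23 and did not pass the test of edgeR. Prdm9 had a log2 fold change of 2.34 and the pseudogene AABR07049286.1 one of 2.38, both at low levels, with 8 to 12 reads per siCtrl library in Prdm9 and an adjusted p of up to 0.088 from edgeR with 1 library left out in AABR07049286.1. Of the genes of cholesterol and terpenoid backbone synthesis, which the text of the paper does not discuss while Fig. 2f lists terpenoid backbone biosynthesis, 11 were higher.

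siCtrl replicate 2 lay 0.744 of the way from the mean of the other siCtrl libraries to the mean of the siNQO1 libraries on PC1. A swapped or wrong label is argued against by Nqo1, which was at an FPKM of 320.5 in this library and at most 80.8 in siNQO1. A mixture with siNQO1 cells or RNA moves every gene by its share: over 284 of the 300 genes past both thresholds without this library, those that passed the filter on low counts with all libraries, it lay at a median of 0.848 of the way, with 0.913 for the 250 that rose and 0.403 for the 34 that fell, and Nqo1 lay 0.143 of the way (0.167 from the higher of the other siCtrl libraries). Over all genes at an adjusted p under 0.05 without this library, with no fold threshold, the median was 0.563. The median of 0.848 met what had been set for a mixture. The bound for Nqo1, 0.372, was added after that median had been seen, but Nqo1 argues against a mixture as the whole cause. Rgr, the gene with the largest rise, did not move toward siNQO1 in this library. Its FPKM was 7.21, against 8.6 and 7.81 in the other siCtrl libraries and 69.49 to 78.9 in siNQO1. After a trend on transcript length was taken out of each library, siCtrl replicate 2 still lay 0.731 of the way on PC1. What sets this library apart stays open, and no biological explanation was tested, since the design gives none.

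For the rise of genes of cholesterol and terpenoid backbone synthesis, a single deciding library is argued against by the lowest number of these genes called higher with 1 library left out, 6 (without siNQO1 replicate 1 or 2, and 7 without siNQO1 replicate 3 or siCtrl replicate 1), and a trend with transcript length by a median log2 fold change of 0.24 after its removal, against 0.23 before. A response to NQO1 knockdown may underlie it as a hypothesis, but an effect of this siRNA on other transcripts was not tested. In 10 splits of the 6 libraries, 12 of these genes were called in the real split and 0 in the highest other; the number of splits with as many was 1, and 10 splits are too few for a share under 0.05. The same holds for the 1571 genes called at an adjusted p under 0.05 (highest other 0), the 54 genes that also passed a fold of 2 (highest other 0) and the 5 lists called by camera (highest other 4).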

How the results depend on the processing

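Sample quality weights and the exact test with a common dispersion were chosen after the values had been seen. Of 132 named genes called, 74 were called in the same direction under every alternative set before the data were examined, and 0 turned direction. Of 2492 such comparisons 306 lost the call. Nqo1, Cryab, Lgmn, Brd7 and Stat3 kept their calls under all of these.

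Where a cause is not given, the cause was not tested. At an adjusted p under 0.05 and a fold over 2, with 30 genes higher and 24 lower in the quasi-likelihood test, 14 were higher with at least 10 reads in every library, 57 with the exact test with tagwise dispersion, 60 with the likelihood ratio test, 13 higher and 13 lower with DESeq2, 4 and 4 with limma on log2(FPKM + 1), 5 and 4 when this was restricted to genes with an FPKM over 1, 4 and 6 in the test against a fold of 1.5, 179 and 43 with sample quality weights, 121 and 71 with the exact test with a common dispersion and no filter, and 467 and 295 with that test at an unadjusted p under 0.01 and a fold over 1.5. Leaving out single libraries gave 8 to 257 higher and 10 to 43 lower. With no fold threshold (654 and 917), limma on log2 FPKM gave 362 higher with a pseudocount of 1 and 386 with 0.1, quality weights gave 2002 and 1928, the exact test with a common dispersion gave 454 lower, and single libraries left out gave 167 to 2164 higher and 351 to 2036 lower. The highest of each of these 4 ranges came without siCtrl replicate 2, whose quality weight was 0.234 against 0.852 to 1.94 in the other libraries. Of the 1571 genes called with all libraries, 1562 were called without it.

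Apoe no longer passed with limma on log2(FPKM + 1) (log2 fold change 0.44) and on log2(FPKM + 0.1) (0.66), and ranged from 0.54 to 0.89 with single libraries left out. PC1 held 44.4% of the variance, 44.2% with log2(FPKM + 1) and no scaling, 35.4% with log2(FPKM + 1) at unit variance and 35.3% with linear FPKM at unit variance, and 39.1% to 53.5% with single libraries left out. With an estimated correlation the adjusted p was 0.242 for cell cycle genes, 0.560 for cholesterol synthesis, chromaffin genes and fibroblast markers, and 0.935 for cytosolic ribosomal proteins, which had 0.0969 with fry. That test of limma, which asks whether a list's genes move, on balance, one way and does not compare them with other genes, passed 8 lists: the other 4 of these 5, fatty acid synthesis (adjusted p = 0.0217), p53 targets (0.0255), inhibitors of apoptosis (0.0322) and negative regulation of neuron apoptosis (0.0340). With single libraries left out the adjusted p from camera ranged from 0.0121 to 0.0802 for chromaffin genes, 0.000122 to 0.106 for ribosomal proteins and 0.00665 to 0.188 for fibroblast markers, the highest each time without siCtrl replicate 2. Lists over-represented numbered 4 with no fold threshold and 1 with the exact test at an unadjusted p under 0.01 and a fold over 1.5, against 0.

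Genes near 0 that did not pass the test with all libraries changed sign: App to 0.0060 with upper-quartile scaling and between -0.035 and 0.023 with libraries left out, Gapdh between -0.10 (without siCtrl replicate 2, where it passed with an adjusted p of 0.0136 from edgeR) and 0.010, Bcl2 to -0.0058 with at least 10 reads in every library, -0.087 with limma voom, -0.0061 and -0.049 with limma on log2 FPKM with pseudocounts of 1 and 0.1, and between -0.48 and 0.21 with libraries left out, Cd74 to 0.28 with quality weights and between -0.36 and 0.23, Cd68 to -0.083 with quality weights and between -0.15 and 0.30, Lyz2 between -0.13 and 0.10, and Tek between -0.17 and 0.048.

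With the replicate number as a block, 25 genes were higher and 22 lower past both thresholds and 610 and 740 with no fold threshold, the log2 fold change of Apoe was 0.71 (adjusted p = 0.0568 from edgeR) and of Bcl2 -0.019, and the adjusted p was 0.0573 for chromaffin genes and 0.052 for fibroblast markers. The deviations of same-numbered libraries correlated at -0.038, 0.161 and 0.0568. siCtrl replicate 2 and siNQO1 replicate 2 were each other's best match, and the other numbers were not. Pairing by number was thus not shown, but 3 libraries per group are too few to exclude it. The tests of seed matches were not run.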

Differences from the paper's values

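The paper gives 467 upregulated genes at an adjusted p under 0.05 and a fold over 2, and 30 were found here. It gives 295 downregulated genes, and 24 were found here. All alternatives set before the data were examined differed from the paper's values, the nearest being 257 higher and 43 lower without siCtrl replicate 2. Among 81 combinations of test, fold and significance threshold tried in a search for these numbers after the values had been seen, 1 gave both exactly: the exact test of edgeR with a common dispersion and no filter, at an unadjusted p under 0.01 and a fold over 1.5, which are not the thresholds the paper states. It drops 0 of the 10 genes that the paper names as differentially expressed. Of the 81, 5 came within 10% of both numbers, and of the 9 at the thresholds of the paper 0 gave both. Of the 762 genes of the matching setting, 264 had an adjusted p under 0.05 in the quasi-likelihood test and 54 also passed a fold of 2.

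The paper's mean of 76.1 M uniquely mapped read pairs per sample stands beside a mean of 34.05 M reads counted in genes. These are different quantities, and no alternative bears on them.

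The paper gives 15,421 genes with an FPKM over 0 and 10,138 with an FPKM over 1 in at least 1 sample, where 18674 and 10697 were found. Among 46 definitions looked at after the values had been seen, 2 equal the numbers of the paper: an FPKM over 0, and an FPKM of at least 1, in siCtrl replicate 1 alone. The shares of variance that Fig. 2b prints match 35.3% and 23.7%, obtained with linear FPKM at unit variance.

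The paper counts Cryab, Lgmn, Apoe, Brd7 and Stat3 among its differentially expressed genes. All 5 passed an adjusted p under 0.05 in edgeR in the paper's direction, and none passed a fold of 2, the largest being Lgmn with a log2 fold change of 0.76. The bars of Fig. 3, read by eye, differ from the FPKM means found here by less than the SD or by rounding. The paper also counts Eea1, Stag2, Pdgfa and Stk11ip as changed in expression. Pdgfa and Stk11ip passed an adjusted p under 0.05 with log2 fold changes of 0.78 and -0.59, whereas Eea1 and Stag2 had an adjusted p of 0.179 and 0.321. Leaving out each library in turn was set before the data were examined. Eea1 and Stag2 passed without siCtrl replicate 2, with log2 fold changes of 1.41 and 1.28. That library lay within or above the siNQO1 range in these genes. With single libraries left out, their log2 fold changes also fell as low as 0.47 and 0.28. Eea1 and Stag2 also passed with sample quality weights and with the exact test with a common dispersion, both chosen after seeing the values.

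The paper names apoptosis of neurons and axon guidance among the enriched terms of its upregulated genes. No list was over-represented at the thresholds of the paper. With no fold threshold negative regulation of neuron apoptosis was over-represented among the higher genes (adjusted p = 0.0277 from Fisher's exact test) and axon guidance was not (adjusted p = 0.150 from the same test). In the setting that gives the paper's numbers, chosen after seeing the values, the adjusted p from this test was 0.108 and 0.346.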

Other observations

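Cytosolic ribosomal protein genes were higher as a group, with 19 of 76 higher, 3 lower and 54 not passing (24 higher and 3 lower when adjusted over the list alone; adjusted p = 0.000788 from camera, and adjusted p = 0.935 with an estimated correlation). Rps20 and Rpl13 rose by 0.31 and 0.39 on the log2 scale, and Rpl41 and Rplp1 had log2 fold changes of -0.53 and -0.53; such genes may share reads with their pseudogenes, and the adjusted p was 0.106 without siCtrl replicate 2. Fibroblast markers were higher in 3 of 10 genes and lower in none (6 higher when adjusted over the list alone; adjusted p = 0.0453 from camera, and adjusted p = 0.560 with an estimated correlation), with Col5a1, Pdgfrb and Col6a1 at log2 fold changes of 0.48, 0.45 and 0.25; the adjusted p was 0.188 without siCtrl replicate 2, 0.0602 without siCtrl replicate 1, 0.051 without siNQO1 replicate 1 and 0.0645 without siNQO1 replicate 3. Chromaffin genes were lower in 3 of 9 tested and higher in none (4 lower when adjusted over the list alone; adjusted p = 0.0453 from camera, and adjusted p = 0.560 with an estimated correlation), with Scg2, Penk and Cpe at log2 fold changes of -0.59, -0.57 and -0.24; the adjusted p was 0.0802 without siCtrl replicate 2 and 0.0502 without siNQO1 replicate 2.

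Of 10 Schwann cell and glial markers tested, 2 were higher and 2 lower. Pmp22 had a log2 fold change of 0.28, and S100b and Erbb3 had log2 fold changes of -0.45 and -0.43. Neurotrophins and their receptors were higher in 3 of 13 genes and lower in 2, with Gfra1 at -0.64. The 11 mitochondrially encoded genes tested had a median log2 fold change of 0.35, none passed the quasi-likelihood test of edgeR or the test of DESeq2 with all libraries (2 at an unadjusted p under 0.05 in edgeR), and the adjusted p from camera was 0.106 with all libraries and 0.00815 without siCtrl replicate 2. Without that library Mt-nd2, Mt-co2, Mt-atp6 and Mt-nd4 passed, with log2 fold changes of 0.66, 0.65, 0.52 and 0.60 (adjusted p = 1.52e-05, 0.000152, 0.000245 and 0.000403 from edgeR), and with all libraries Mt-nd2 passed with no filter, with the exact test with tagwise dispersion, with the likelihood ratio test and with limma voom. The protocadherins Pcdhga11, Pcdhgb7 and Pcdhgc3 had log2 fold changes of -2.20, -0.88 and -0.80, the first of them on 2 to 21 reads per library and at -0.20 with limma on log2(FPKM + 1). Pcdhga11, Pdgfrb, Col6a1, Cpe and Pmp22 lost their calls in edgeR without at least 1 library other than siCtrl replicate 2, with highest adjusted p of 0.0928, 0.0921, 0.102, 0.0673 and 0.0698. Of the other lists tested, MAPK kinases and phosphatases had 3 genes higher and 6 lower of 44, Alzheimer risk and amyloid genes 5 and 2 of 40, the unfolded protein and integrated stress response 4 and 6 of 35, p53 targets 2 and 1 of 20, immediate early genes 3 and 4 of 26, the interferon response 1 and 4 of 42, splicing factors 2 and 4 of 63, nuclear-encoded oxidative phosphorylation 3 and 4 of 52, glycolysis 1 and 2 of 26, heat shock proteins 1 and 2 of 23, metal transport 2 and 2 of 23, PPAR targets 0 and 2 of 25, and cadherins 0 and 4 of 31, none of which passed camera; p53 targets passed fry (adjusted p = 0.0255 from limma). Endothelial markers had 0 of 7 genes called by edgeR or DESeq2 (1 at an unadjusted p under 0.05 in edgeR).

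Genes that mark chromaffin cells were near 0 in all 6 libraries, whereas some genes of Schwann cells and glia were abundant. The tests of a minor share of glial cells and of another line were chosen after this was seen. Th, which encodes tyrosine hydroxylase, was at 0.04 to 0.09 FPKM, Dbh at 0.02 to 0.12 and Chga at 0.01 to 0.04, and of 26 chromaffin genes in the FPKM table 21 were under 1 FPKM in every library. Of 13 Schwann cell and glial genes in the FPKM table, 5 were over 10 FPKM in every library and 3 (Mbp, Fabp7 and Slc1a3) under 1. Sox10 was at 192.4 to 232.8 FPKM, S100b at 169 to 250.4, Ngfr at 67.6 to 82.6 and Pmp22 at 103.7 to 131.5. Too low a depth is argued against by a median of 70 reads or more per library for genes with an FPKM between 0.9 and 1.1, and a minor share of glial cells among cells that express the chromaffin genes by a median FPKM of the chromaffin list of at most 0.05. Cells of another line, or PC12 cells that no longer express these transcripts, cannot be told apart with gene counts; 4 chromaffin genes (Gch1, Scg2, Penk and Cpe) were over 10 FPKM in every library.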
